A study of Clytia hemisphaerica and Astroides calycularis and Pocillopora acuta with 16 samples. Its data were reported in "Aboral cell types of Clytia and coral larvae have shared features and link taurine to the regulation of settlement" (2025).

How the data were processed

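Total RNA was sequenced as paired-end DNBseq libraries from planula larvae of 3 cnidarians. They were Clytia hemisphaerica, a hydrozoan, Astroides calycularis, a coral, and the further coral Pocillopora acuta. Each library held a pool of aboral ends, of oral ends or of uncut larvae. The 16 libraries fell into 8 groups of 2, with aboral, oral and uncut groups for Clytia and Astroides, and aboral and oral groups for Pocillopora, whose replicates came from larvae of the parent colonies C3 and C5. Per the study's methods, both colonies were phenotypes of the same genotype.

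The deposited values were raw counts per gene model, 1 file per library, made by the authors with STAR in its gene count mode. The genomes were a chromosome-level assembly for Clytia, an assembly made by the authors for Astroides, and the genome of the related species Pocillopora damicornis for the Pocillopora acuta reads. The strand setting was not stated. The files held 18755 gene models for Clytia, 28330 for Astroides and 19922 for Pocillopora, without names or coordinates. None of the file IDs matched the reference gene table (0 matches), so names and protein domains were taken from the study's text and annotation lists and matched on the identifier alone. Total counts per library ran from 30129270 to 31043438 in Clytia, from 23146999 to 26980344 in Astroides and from 20256336 to 24838448 in Pocillopora.

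Genes were tested in R 4.3.3 with edgeR 4.0.16, 1 species at a time. Genes with low counts were removed with filterByExpr by group, which left 15599 genes in Clytia, 21254 in Astroides and 17164 in Pocillopora. Libraries were scaled with TMM factors, dispersions were estimated with estimateDisp, and quasi-likelihood fits were made with glmQLFit in its legacy mode. The fits for Clytia and Astroides held all 6 libraries of the species, so that the 3 groups shared 1 estimate of the spread. The fit for Pocillopora held 4 libraries with the parent colony as a block. In Pocillopora the differences between colonies at the aboral and at the oral end, which share no library, correlated across genes at r = 0.828. Same-numbered aboral, oral and uncut libraries of Clytia and Astroides were taken as paired, since the study's methods count aboral, oral and uncut material together for each biological replicate. Replicate differences between the aboral and oral, aboral and uncut, and oral and uncut groups correlated across genes at r = 0.398, 0.260 and 0.285 in Clytia and at 0.643, 0.212 and 0.1997 in Astroides. The fits fixed in advance hold no such block, so values with the replicate number as a block are given where they change a call or clearly move a count. The residual degrees of freedom were 3 in Clytia, 3 in Astroides and 1 in Pocillopora, to which the prior added 5.10, 3.68 and 4.17. Tests were two-sided, with Benjamini-Hochberg adjusted p under 0.05 as the threshold over all genes tested in the species. Differences past 2-fold were tested on the same fit with glmTreat. Uncut larvae were set against the mean of the aboral and oral coefficients on the log2 scale, and their position between the ends was computed on mean CPM (counts scaled to a common library total), with the oral mean at 0 and the aboral mean at 1.

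Gene lists were fixed before the data were examined, as were the tests, the thresholds and the alternatives except where stated. They comprised axis genes, Wnt ligands, neuropeptide precursors, taurine and GABA related genes, PF1 secreted proteins, G protein-coupled receptors, markers of cell types and cell classes, and orthologs of the genes that the study called in another species. Except for the ortholog lists and the markers of other cell classes, these lists rest at least partly on these libraries and are not independent evidence of direction. Markers of aboral cell types were called in single-cell data, but the study chose these types with the help of these libraries. It gave the markers of other cell classes as diagnostic of single-cell clusters. The ortholog lists came from libraries of another species, but share members with the axis genes. Of 1281 list entries, 2 were absent from the files. Lists with at least 3 tested members were compared with all other genes by cameraPR of limma 3.58.1, with a preset correlation between genes of 0.01 and adjustment over the lists of the species. They were repeated with camera and an estimated correlation, and with fry. With 1 residual degree of freedom in Pocillopora, camera with an estimated correlation could hardly pass any list, so its losses there decide nothing. There fry used the same 1 residual degree of freedom, so its losses do not decide either. Differences between species in the aboral against oral change were tested as the species by end interaction in edgeR, on ortholog pairs that were 1 to 1 in the study's lists for the species compared. This fit held the 8 aboral and oral libraries of the species compared, with the effective library sizes of each species as offsets and without a term for colony or replicate number. These pairs came from genes that the study called in at least 1 species and are not a sample of all genes.

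The genes named in the text were fixed by rule. They were the axis, neuropeptide, taurine and GABA, and PF1 genes and a few further genes chosen in advance, the 10 annotated genes per end with the largest fold among called genes at a mean of at least 10 CPM without overlap between the ends, up to 4 members per list of highest CPM, and the 3 ortholog pairs per species pair with the largest difference. For uncut larvae the rule took up to 5 annotated genes per direction. The rule also took XLOC_018917 of Clytia in advance, which was not analysed here. Genes chosen outside the rule are stated as such. A fold against a group at 0 counts is given as a lower bound computed against a floor of 3 counts over the group, and a group with 1 to 3 counts as a ratio of CPM with its 95% counting interval. Such intervals and floors cover counting error only, and fitted changes of these genes depend on the prior count. Values after ± are SDs of CPM over 2 libraries (n = 2) or standard errors of log2 fold changes, as stated. These standard errors were back-computed, as the absolute log2 fold change over the square root of the F statistic. For genes with few counts at 1 end they understate even the counting error and do not give the precision of the fold.

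The pipeline was tested on simulated counts with the same group sizes and library sizes. Between the ends, it called 80% of genes changed 2-fold and 100% of those changed 4-fold in Clytia (15460 genes in the step), 28% and 78% in Astroides (20900 genes) and 64% and 96% in Pocillopora (17001 genes). Unchanged genes made up 7.69%, 6.19% and 16.7% of those calls. For uncut larvae it called 88% and 100% in Clytia and 38% and 90% in Astroides, where 10.0% and 11.7% of the calls were unchanged genes. It called all 5 changed lists in each species, and 0, 1 and 0 of 50 random lists in Clytia, Astroides and Pocillopora. Genes were simulated independently of each other, so these list counts do not show how often lists of correlated genes are called falsely. For the interaction it called 5% of pairs that differed 4-fold and 85% of those that differed 16-fold for Astroides and Pocillopora, 100% and 100% for Clytia and Astroides, and 75% and 100% for Clytia and Pocillopora.

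Alternatives were RLE size factors, DESeq2 1.42.0, no filter on low counts, robust empirical Bayes, the aboral and oral libraries alone, pairing by replicate number as a block in Clytia, in Astroides and, with the colony, in the interaction, no colony term in Pocillopora, a 2-fold minimum for the position of uncut larvae, estimated correlation and fry for lists, and leaving out each library in turn. No 2 replicates were near copies, since the mean chi-square per gene between replicates was at least 17.7. The labels do not state that replicates came from separate cultures or spawnings, so p-values measure the spread between samples. Figures were drawn with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.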

Results

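Gene expression was measured along the oral-aboral axis of planulae, the ciliated larvae of cnidarians, which in many species settle by the aboral end. Larvae of Clytia, Astroides and Pocillopora had been bisected, and pools of aboral ends, oral ends and, in Clytia and Astroides, uncut larvae were sequenced. The series held 16 libraries in 8 groups with 2 replicates each, with total counts of 30129270 to 31043438 per library in Clytia, 23146999 to 26980344 in Astroides and 20256336 to 24838448 in Pocillopora. The most abundant gene took between 1.77% and 4.96% of the counts of a library. In Clytia, the first principal component separated the ends, with uncut larvae between them, and held 75.2% of the variance. The first component also separated the ends in Astroides, at 43.2%. In Pocillopora the first component, at 62.9%, separated the parent colonies C3 and C5, and the second component, at 31.9%, separated the ends.

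**Figure D1:**
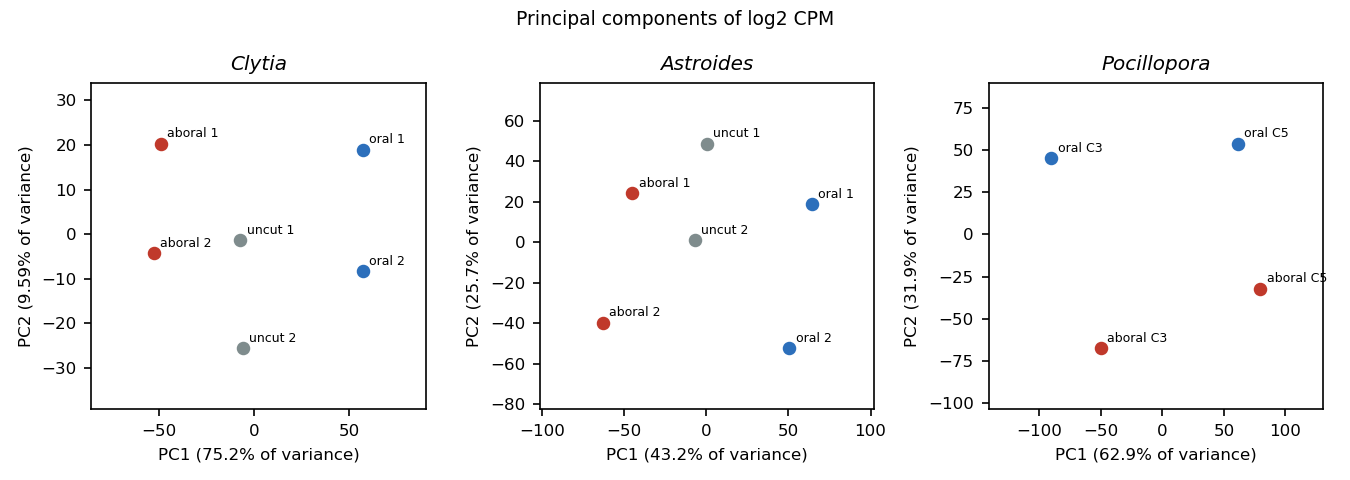
Principal components of log2 CPM for the libraries of each species, with the percentage of variance of each component on its axis, in red for aboral, grey for uncut and blue for oral libraries. The ends part along the first component in Clytia (75.2%) and Astroides (43.2%) and along the second component in Pocillopora (31.9%), where the first (62.9%) parts the colonies.

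The comparison of aboral with oral ends asked which genes mark each end of the Clytia planula. The aboral end was marked by transcripts of small secreted proteins, neuropeptide precursors and axis-patterning genes. BETAP_1 (XLOC_042849) stood at 3943 ± 410 CPM in aboral and at 6.12 ± 2.16 CPM in oral ends (SD, n = 2), and the secreted protein gene PF1_11 (XLOC_039101) at 272 ± 24.3 against 0.414 ± 0.181 CPM. FGFa1 (XLOC_032698), a fibroblast growth factor ligand, stood at 99.3 against 0.254 CPM. The oral end was marked by Wnt ligands, secreted signals that pattern the oral pole of cnidarians, of which XLOC_035748 stood at 0.132 against 31.1 CPM. In all, 2876 genes were higher at the aboral end and 2304 at the oral end, or 33.2% of the 15599 tested, and with replicate numbers as a block the oral count was 3546. Of the calls without a block, 607 aboral and 183 oral genes passed the test against a 2-fold difference, and 73 aboral and 10 oral genes differed by over 32-fold. The median absolute log2 fold change of called genes was 0.80 for aboral and 0.56 for oral genes.

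The largest aboral changes among annotated Clytia genes of at least 10 CPM were those of PF1_11, with a log2 fold change of 9.35 ± 0.22 (SE, adjusted p = 6.17e-08), BETAP_1 (9.33 ± 0.30) and XLOC_013806, a gene with an acetyl xylan esterase domain among others, which rose to 10736 CPM from 17.9 CPM (9.22). FGFa1 was higher by 8.59 ± 0.16 (adjusted p = 5.76e-08). A hormone receptor domain gene (XLOC_015309, 8.62) and a class 3 lipase (XLOC_019492, 7.20) were in the same group. The 6 aboral axis genes all rose, with a median log2 fold change of 5.12, but the call of this list was lost with an estimated correlation (adjusted p = 0.0661). They included Six3/6 (XLOC_010764), a homeobox gene with a ratio of 62.4 (95% counting interval 16.9 to 521) over 2 oral counts. The forkhead gene FoxQ2a (XLOC_014597) stood at 138 against 9.14 CPM (3.92), the Frizzled receptor XLOC_039886 at 131 against 1.94 CPM (6.08), and Dickkopf (XLOC_006543), a secreted inhibitor of Wnt signalling, was higher by 4.45 ± 0.31.

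**Figure D2:**
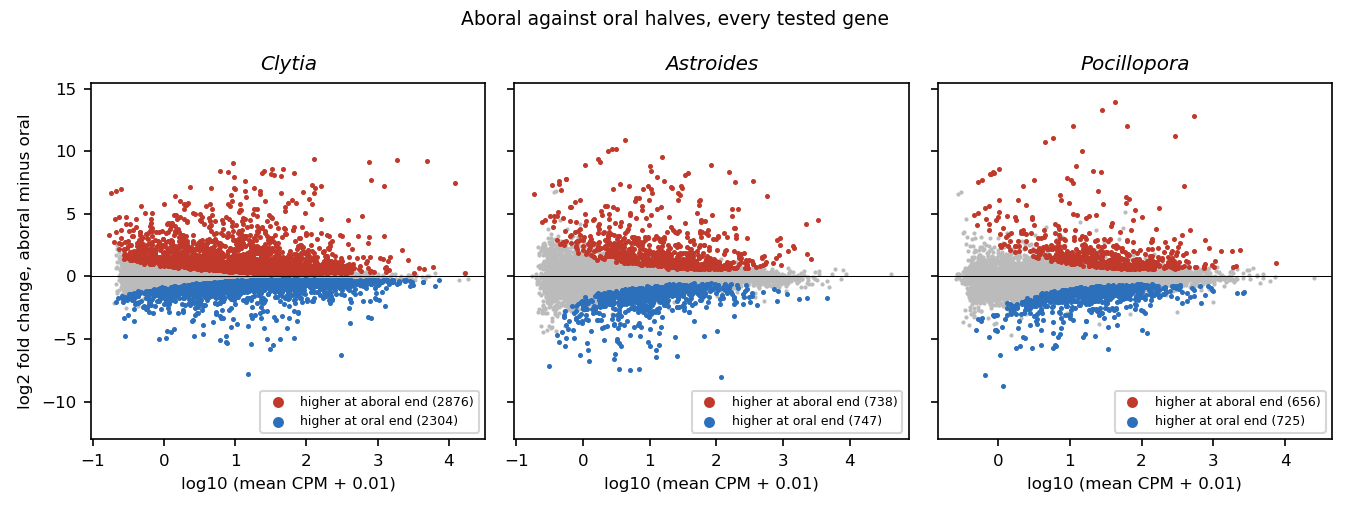
Log2 fold change of aboral against oral ends (vertical axis) against the log10 of mean CPM with 0.01 added (horizontal axis) for every tested gene of the 3 species, in red for genes called higher at the aboral end, blue at the oral end and grey for genes without a call. Called genes number 2876 and 2304 in Clytia, 738 and 747 in Astroides, and 656 and 725 in Pocillopora.

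Most neuropeptide precursors and all taurine and GABA related genes tested rose at the aboral end of Clytia. Of 7 neuropeptide precursors, 6 were higher (median 3.28). The largest changes were those of pp8-RPRPamide (XLOC_008764), with a ratio of 398 (110 to 3289) over 2 oral counts, pp14-FLFamide (XLOC_004021, 7.91) and pp2-GLWamide (XLOC_017096, 248 ± 26.9 against 1.53 CPM, 7.34 ± 0.16), whose peptide family triggers metamorphosis in several cnidarian larvae. The HFRIamide (XLOC_034880, 3.28), pp9-QYFamide (XLOC_041442, 2.77) and pp11-GLWamide (MSTRG.5804) precursors followed. The IPYFAN precursor XLOC_012580 stood at 376 against 330 CPM (0.19, adjusted p = 0.157), with a call only with the replicate block (adjusted p = 0.0225). All 6 taurine and GABA related genes rose (median 4.49), including the TauD-domain genes TauDa (MSTRG.12764, 54.1 ± 8.81 against 2.54 CPM, 4.41 ± 0.22) and TauDb (XLOC_041385, 5.36), the vesicular transporter VIAAT/VGAT (XLOC_033747, 5.80), the transporter BGT-1/SLC6A12 (XLOC_030751, 4.42), a GABBR2-like receptor (XLOC_003734, 4.55) and, by less, a GABRB1-like channel (XLOC_000357, 0.47). NOS1 (XLOC_031247, 2.58) and the homeobox gene Nk2d (XLOC_043740, 5.34) also rose.

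Markers of the neurosecretory and of 3 neural cell types of Clytia were nearly all higher at the aboral end. They rose in 18 of 18 neurosecretory (median 6.42), 14 of 14 HFRIamide neuron (4.34), 17 of 20 GLWamide neuron (interquartile range 0.96 to 3.79) and 24 of 26 QYFamide neuron markers (2.13), and in 10 of 10 PF1 genes (7.36). Of 34 G protein-coupled receptors, 28 rose and 6 fell (2.78). Of 7 gland mucous cell markers 6 rose, among them ALK-like (XLOC_005440, 3841 against 1541 CPM, 1.32), FKB14-like (MSTRG.7476, 1.26) and Mucin1 (MSTRG.6587, 1.27), while MGT4-like1 (XLOC_034825), singled out after its values were seen, fell (-2.09). The median of this list was 1.26, and its call was lost with an estimated correlation (adjusted p = 0.130). Lists for Nk2d and epidermal cells, which the study also placed aborally, were not analysed here. The lists of this paragraph are not independent evidence, since the study used these libraries to choose its aboral cell types and its enriched genes. The cell-type markers themselves were called in single-cell data.

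At the oral end of Clytia, all 8 Wnt ligands (median -3.03) and all 6 oral axis genes (median -2.93) were higher, both also lists drawn on these libraries. XLOC_035748 changed by -7.82 ± 0.28, XLOC_031686 by -5.04 and XLOC_001931, the most abundant, by -2.52 (115 against 657 CPM). A gene with a WIF domain, which binds Wnt proteins, stood at 1.55 against 67.7 CPM (XLOC_044794, -5.44). The oral axis genes also held a T-box gene (XLOC_044272, -3.35), an HMG-box gene (XLOC_040606, -1.82) and a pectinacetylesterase (XLOC_017925, -1.90). A choloylglycine hydrolase gene stood at 7.64 against 589 ± 127 CPM (XLOC_002832, -6.27), and a gene with a MATH domain (XLOC_036039, -5.04), a pyridoxal phosphate enzyme (XLOC_006532, -4.15), a homeodomain gene (XLOC_010754, -4.13) and a glycosyl hydrolase of family 9 (XLOC_004739, -3.70) were also oral.

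Of the ortholog lists in Clytia, 12 of 23 orthologs of aboral Astroides genes rose and 3 fell (median 0.57), and 10 of 17 orthologs of aboral Pocillopora genes rose and 3 fell (1.32). Among orthologs of oral genes, 10 of 22 fell and 3 rose for Astroides (-0.39), and 9 of 15 fell and 2 rose for Pocillopora (-1.11). The calls of both aboral lists were lost with an estimated correlation (adjusted p = 0.130 and 0.136). Adjusted over the list alone, GLWamide neuron markers had 18 genes higher, and orthologs of oral genes had 11 lower for Astroides and 10 lower for Pocillopora, with the other 13 list counts as above. All 16 lists passed the camera threshold, 12 of them with an estimated correlation. Without aboral replicate 2 the count of oral genes was 1360, and without aboral replicate 1 it was 1474. Ends did not overlap in 66.4% of genes, against 33.3% by chance for unpaired libraries.

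**Figure D3:**
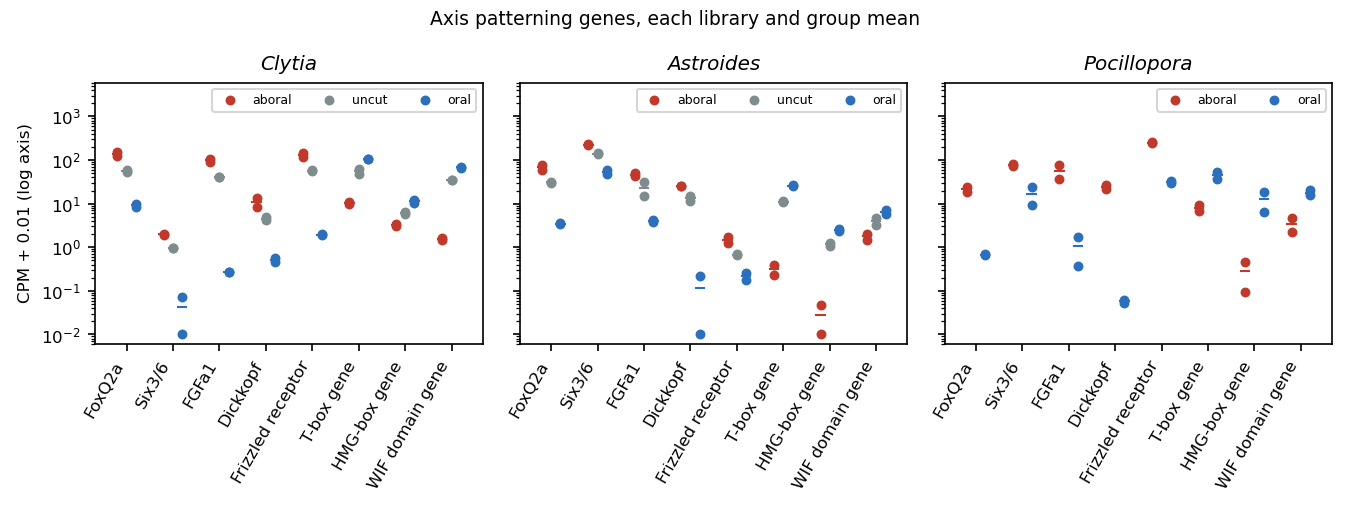
CPM (log axis, with 0.01 added) of 8 axis genes in each library (points) and group mean (short lines) of the 3 species, in red for aboral, grey for uncut and blue for oral samples. FoxQ2a, Six3/6, FGFa1, Dickkopf and the Frizzled receptor lie higher in aboral libraries, and the T-box, HMG-box and WIF domain genes in oral libraries, of every species.

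The same comparison in Astroides asked which genes mark the ends of a coral planula. TauDa (STRG.14077), a gene with a taurine dioxygenase domain, was far more abundant in aboral ends, at 319 ± 64.9 against 1.01 ± 0.304 CPM (SD, n = 2). Collagen-related COCA1-like (STRG.30135), a gland mucous cell marker, stood at 6864 ± 271 against 300.2 ± 34.4 CPM, and the Wnt inhibitor Dickkopf (STRG.12234) at 25.8 against 0.106 CPM. Wnt ligands again marked the oral end, with STRG.13311 at 0.898 against 238 CPM. In all, 738 genes were higher at the aboral and 747 at the oral end, or 6.99% of 21254 tested, of which 239 aboral and 156 oral genes passed the test against 2-fold. With replicate numbers as a block the counts were 1312 and 1299, and 254 oral genes passed that test. The median absolute log2 fold change of called genes was 1.65 for aboral and 1.46 for oral genes, and 66 aboral and 23 oral genes differed by over 32-fold.

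TauDa changed by 8.31 ± 0.28 (SE, adjusted p = 9.23e-05) in Astroides. A gene with thrombospondin and tyrosinase domains (STRG.18603) had a ratio of 853 (236 to 7052), and a gene with an F5/8 type C domain (STRG.11002) a ratio of 380 (130 to 1846), over 2 and 3 oral counts. A forkhead gene (STRG.21722, 8.24), a Short-CC gene (STRG.1618, 8.07), Dickkopf (7.97), STRG.10025 (735 ± 8.95 against 3.63 CPM, 7.66 ± 0.19), a rhodopsin-family receptor (STRG.42583, 7.25) and the spondin SPON1 (STRG.4000, 7.17) followed. All 6 aboral axis genes rose (median 3.16), among them FoxQ2a (STRG.21847, 67.7 against 3.48 CPM, 4.28), FGFa1 (STRG.34672, 3.56), the Frizzled receptor (STRG.44114, 2.77), a homeodomain gene (STRG.4567, 2.35) and Six3/6 (STRG.44164, 225 against 53.1 CPM, 2.08). SFRP (STRG.18883), a secreted Wnt-binding protein, stood at 240 against 22.2 CPM (3.43).

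Apical, gland mucous and neurosecretory markers rose together at the aboral end of Astroides. Of 28 apical cell markers 25 rose (median 4.38), of 38 gland mucous cell markers 31 rose (2.18), including Mucin2 (STRG.44173, 2433 against 506 CPM, 2.27) and ALK-like (STRG.10749, 1.32), and of 18 neurosecretory 1 and 7 neurosecretory 2 markers 16 and 5 rose (5.76 and 3.28). The first of these medians is 5.32 with a gene absent from oral ends at its bound. Of 27 G protein-coupled receptors 23 rose and 4 fell (3.30), a call lost with an estimated correlation (adjusted p = 0.0636). TauDa and the GABRB1-like channel STRG.2823 (1.60) rose among 3 taurine and GABA related genes, with STRG.30319 at 0.26 without a call, and this list was lost likewise (adjusted p = 0.0974). These lists, too, rest partly on these libraries and are not independent evidence.

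Peptide precursors of Astroides went both ways. RFamide (STRG.11240) stood at 199 against 107 CPM (0.90, adjusted p = 0.0206) and HFRIamide (STRG.43911) at 244 against 109 CPM (1.16, adjusted p = 0.0043). GVWamide (STRG.21557) was higher orally, at 5.62 against 16.4 CPM (-1.55), and GLWamide (STRG.15971) had no call (0.17, adjusted p = 0.897). The list of 4 precursors did not pass the threshold (adjusted p = 0.250), nor did GLWamide neuron markers, of which 4 of 17 rose (median 0.11, adjusted p = 0.0739). A further TauD-family gene, STRG.25952, lay orally, at 19.4 against 107 CPM (-2.47).

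Oral Astroides ends were richer in 9 of 10 Wnt ligands (interquartile range of the list -5.52 to -2.35). STRG.13311 changed by -8.04 ± 0.24, STRG.9929 by -5.53, STRG.5836 by -5.47 and STRG.35727 by -4.85, while the ligand STRG.10912, singled out after its values were seen, was higher aborally (2.98, adjusted p = 0.00286). The 6 oral axis genes all fell (median -3.87), with the T-box gene STRG.3827 at -6.41, the WIF domain gene STRG.36865 at -1.86 and the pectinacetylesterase STRG.16525 at -2.20. The HMG-box gene STRG.11919 had 1 aboral count, and its oral level was higher by a ratio of 134 (23.6 to 5334). Further oral genes held bHLH (STRG.13728, -5.91), homeodomain (STRG.26578, -5.55), dermatopontin (STRG.24148, -4.37) and forkhead (STRG.43256, -4.16) domains.

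Markers of other cell classes went both ways in Astroides. Of 20 such markers 2 rose and 4 fell, and the list did not pass the threshold (adjusted p = 0.217). Both digestive filament markers fell, OIT3-like12 (STRG.21702) by -2.05 and Nkx2-8-like (STRG.10304) by -1.55, with too few members for a list test. Of 3 cnidocyte markers, stinging cell genes, nematogalectin-like (STRG.22007) rose (0.77, adjusted p = 0.0392), a call that ended with the aboral and oral libraries alone (adjusted p = 0.0707), and Ncol3 (STRG.26600) had no call (0.51). This list had a median of 0.61, and its call was lost with an estimated correlation (adjusted p = 0.140). Of 3 epidermal markers Sox3 (STRG.11680) fell (-0.71), a call that also ended with the aboral and oral libraries alone (adjusted p = 0.0557), and STRG.11745 fell only with the replicate block (-0.76, adjusted p = 0.0266). The epidermal list (adjusted p = 0.183), 3 gastroderm markers without calls (adjusted p = 0.261) and 5 neural markers with 1 gene each way (adjusted p = 0.485) did not pass, and the neural median was 0.36 with a mean of -0.07. The neural marker ELAV (STRG.3504) rose only with the replicate block (0.45, adjusted p = 0.0298). Neither of 2 secretory markers had a call, and of 2 specialized epidermis markers STRG.8870 fell only with that block (-0.81, adjusted p = 0.0429).

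Orthologs of genes called in Pocillopora mostly changed in the same direction in Astroides. Of 77 orthologs of aboral Pocillopora genes 49 rose and 4 fell (median 2.03), and of 57 orthologs of oral genes 36 fell and 2 rose (-1.79). Of 85 orthologs of aboral Clytia genes 14 rose and 2 fell (0.14), and of 26 orthologs of oral Clytia genes 8 fell and 1 rose (-0.23), both lost with an estimated correlation (adjusted p = 0.152 and 0.334). With the replicate block 25 rose and 6 fell among the former, and 8 fell and 4 rose among the latter. Adjusted over the list alone, the counts higher were 26 for apical, 37 for gland mucous, 6 for neurosecretory 2, 6 for GLWamide neuron, 3 for cnidocyte and 2 for neural markers, and 2 epidermal and 1 neurosecretory 1 markers were lower. For orthologs they were 56 higher and 5 lower, and 40 lower, for Pocillopora, and 23 higher and 5 lower, and 8 lower and 4 higher, for Clytia, with the remaining lists as above except 3 higher and 4 lower among markers of other cell classes. In all, 14 of 20 lists passed the camera threshold, and 9 did so with an estimated correlation. The total of aboral calls was 289 without aboral replicate 2, 414 without aboral replicate 1, 450 without oral replicate 1 and 428 without oral replicate 2, and that of oral calls 231, 302, 480 and 370 in the same order. Past 2-fold, aboral calls were 154 without aboral replicate 2, and oral calls were 94 and 83 without aboral replicates 1 and 2; ends did not overlap in 44.5% of genes, against 33.3% by chance for unpaired libraries.

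**Figure D4:**
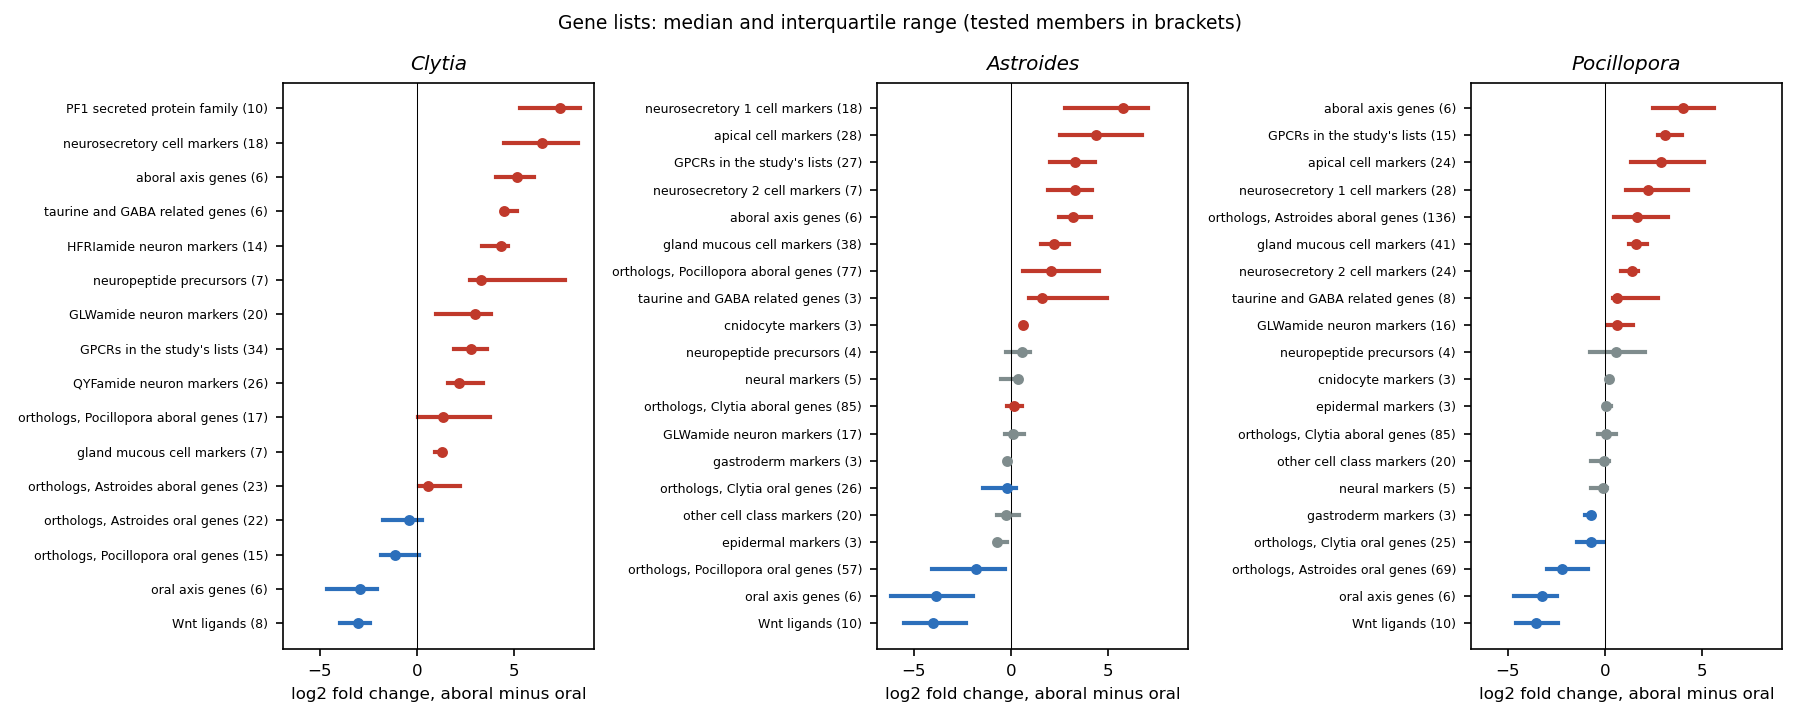
Median log2 fold change (points) and interquartile range (bars) of aboral against oral ends for each fixed gene list in the 3 species, with the number of tested members in brackets (GPCRs, G protein-coupled receptors), in red or blue for lists past the camera threshold toward the aboral or oral end and grey for the others. Aboral axis genes lie at medians of 5.12, 3.16 and 3.99 in Clytia, Astroides and Pocillopora, and Wnt ligands at -3.03 in Clytia and -3.55 in Pocillopora.

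In Pocillopora, aboral and oral ends were compared within parent colonies. A forkhead gene of the FoxQ2 family, the TauD-domain gene TauDa and a thrombospondin-domain gene were nearly absent from oral ends. FoxQ2-nematostella_a2 (XP_027053555) stood at 86.5 ± 41.2 CPM (SD, n = 2) against 0 oral counts, at least 1213-fold higher. The thrombospondin-domain gene XP_027059143 stood at 1065 ± 150 against 0.139 ± 0.0506 CPM, and TauDa (XP_027047514), at 125 ± 11.3 CPM, had a ratio of 5282 (948 to 208648) over 1 oral count. Wnt ligands and the T-box, HMG-box and WIF domain genes were higher orally, as in the other 2 species. In all, 656 genes were higher at the aboral and 725 at the oral end, or 8.05% of 17164 tested, of which 96 aboral and 67 oral genes passed the test against 2-fold. The median absolute log2 fold change of called genes was 1.34 for aboral and 1.41 for oral genes, and 42 and 11 differed by over 32-fold.

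XP_027059143 changed by 12.83 ± 0.25 (SE, adjusted p = 0.000521), FoxQ2-nematostella_a1 (XP_027053483) by 8.39 and FoxQ2-nematostella_b (XP_027059304) by 6.37. The oral counts of XP_027059143 were few, so that its SE, taken from the F statistic, understates the error. The homeobox gene ISX-like (XP_027046639) was at least 314-fold higher, a call that narrowly ended with DESeq2 (adjusted p = 0.0509). A small heat shock protein gene (XP_027035811, 7.73), a von Willebrand factor A gene (XP_027043835, 7.50) and COCA1-like (XP_027043201, 774 ± 427 against 4.72 CPM, 7.25) followed. All 6 aboral axis genes rose (median 3.99), with Dickkopf (XP_027048253) at a ratio of 515 (142 to 4261), FGFa1 (XP_027043936) at 5.81, FoxQ2a (XP_027055233) at 4.99, the Frizzled receptor (XP_027048131) at 252 against 31.9 CPM (2.98), Six3/6 (XP_027043093) at 2.32 and a homeodomain gene (XP_027046345) at 2.31. The call of this list was lost with an estimated correlation (adjusted p = 0.380) and with fry (adjusted p = 0.0661). SFRP (XP_027036807) stood at 547 against 106 CPM (2.38).

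Markers of the aboral cell types of Pocillopora rose in 18 of 24 apical (median 2.87), 32 of 41 gland mucous (1.60), 16 of 28 neurosecretory 1 (2.21), 5 of 24 neurosecretory 2 (1.39) and 5 of 16 GLWamide neuron markers (0.62), and in 14 of 15 G protein-coupled receptors (3.07), with none lower. All 6 lists lost their call with an estimated correlation (adjusted p = 0.339 to 0.603), a test that 1 residual degree of freedom left almost without power. Mucin2 (XP_027054112, 2.67) and Mucin1 (XP_027043110, 1.15) were among the mucous genes. Of 8 taurine and GABA related genes 3 rose (median 0.62), namely TauDa, a further TauD-domain gene (XP_027047515) at a ratio of 264 (47.0 to 10456) and a GABBR2-like receptor (XP_027036429, 1.04), and the call of this list was lost likewise (adjusted p = 0.426). These lists rest partly on these libraries and are not independent evidence. Of 4 neuropeptide precursors, RFamide (XP_027051563) rose (2.85, adjusted p = 0.0445), a call that ended with RLE size factors (adjusted p = 0.0589) and robust empirical Bayes (adjusted p = 0.0685), and GVWamide (XP_027059473) was higher orally (-1.31). HFRIamide (XP_027045495, 1.75, adjusted p = 0.109) had no call except with DESeq2 (1.81, adjusted p = 0.00217), GLWamide (XP_027060553, -0.61, adjusted p = 0.375) had none, and this list did not pass (adjusted p = 0.826).

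At the oral end of Pocillopora, 9 of 10 Wnt ligands (median -3.55) and all 6 oral axis genes (-3.27) were higher. Both lists lost their call with an estimated correlation (adjusted p = 0.383 for each). The ligand XP_027057346 stood at 10.1 against 230 CPM (-4.51), and XP_027043371, XP_027040481 and XP_027053052 changed by -4.94, -4.59 and -4.29. The HMG-box gene XP_027047017 changed by -5.56, the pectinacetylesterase XP_027051607 by -4.03, the T-box gene XP_027055802 by -2.51 and the WIF domain gene XP_027051823 by -2.46. A protein tyrosine phosphatase gene (XP_027036777, -5.78) and a collagen gene (XP_027036444, -4.79) were the other genes of large change. All 3 gastroderm markers, genes of the inner cell layer, fell (median -0.73), among them COA-like2 (XP_027059036, 1230 against 3036 CPM, -1.31). The call of the member XP_027055412 (-0.72) ended with RLE size factors (adjusted p = 0.0511), and that of the list was lost with an estimated correlation (adjusted p = 0.383) and fry (adjusted p = 0.125). Of 2 digestive filament markers OIT3-like12 (XP_027046940) fell (-1.74). No call was made for 3 cnidocyte (adjusted p = 0.530), 3 epidermal (0.530), 2 secretory or 2 specialized epidermis markers, and 5 neural (0.613) and 20 markers of other cell classes (0.252), with 1 and 1 rising and 1 and 5 falling, did not pass, where the neural median was -0.13 with a mean of 0.16.

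Of 136 orthologs of aboral Astroides genes 70 rose and 2 fell in Pocillopora (median 1.64), and of 69 orthologs of oral genes 43 fell and 3 rose (-2.21). Of 85 orthologs of aboral Clytia genes 12 rose and 9 fell (0.05, adjusted p = 0.204), and of 25 orthologs of oral Clytia genes 11 fell and 1 rose (-0.73). Adjusted over the list alone, the counts higher were 21 for apical, 40 for gland mucous, 21 for neurosecretory 1, 12 for neurosecretory 2 and 8 for GLWamide neuron markers, 15 for receptors, 6 for taurine and GABA related genes, 2 for neuropeptide precursors and 1 for Wnt ligands. For orthologs they were 88 higher and 9 lower, and 53 lower and 6 higher, for Astroides, and 17 higher and 16 lower, and 13 lower and 1 higher, for Clytia, with the other lists as above. With the preset correlation 14 of 20 lists passed, and with an estimated correlation 0 of 20 did so (unadjusted p under 0.05 in 0, smallest adjusted p = 0.339, fry 0 of 20). Both the estimated correlation and fry rested on 1 residual degree of freedom, so neither 0 decides whether the lists change. The calls of these lists rest on the preset correlation alone. Without the colony term edgeR called 0 aboral and 0 oral genes (unadjusted 837 and 750, DESeq2 361 and 314), as it did with any 1 library left out as well.

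Comparing orthologs across the 3 species asked which parts of the axis are shared. Trios were joined through their Clytia gene, and of 98 tested, 7 were aboral in all 3 species and 11 were oral in all 3. All 6 aboral axis genes were called aboral in each species. However, FGFa1 and the homeodomain gene of that list in the corals were not among the trios tested. The aboral trios comprised Dickkopf, Six3/6, FoxQ2a and the Frizzled receptor, all listed above. They also comprised an ion channel (MSTRG.884, 3.69, STRG.8951, 0.99, and XP_027058764, 1.31), a rhodopsin-family receptor (XLOC_040954, 2.57, STRG.28569, 4.19, and XP_027055686, at least 28.7-fold) and an unannotated gene (XLOC_031395, 3.77, STRG.10251, 2.03, and XP_027037445, 2.20). Calls ended for STRG.28569 with the aboral and oral libraries alone (adjusted p = 0.0609) and for XP_027037445 with RLE size factors and robust empirical Bayes (adjusted p = 0.0503 and 0.0582). The oral trios comprised the 6 oral axis genes, including the Wnt ligands XLOC_001931 and XLOC_031686 with their orthologs. They also comprised a LIM homeodomain gene (XLOC_007074, -1.11, STRG.30225, -2.69, and XP_027056931, -2.88), a DIX and RGS domain gene (XLOC_011804, -1.72, STRG.31478, -1.16, and XP_027043174, -1.45) and a gene with the ectodomain of ZNRF-3, a membrane protein that lowers Wnt receptor levels (XLOC_036077, -1.13, STRG.17647, -2.42, and XP_027042554, -2.61). The remaining oral trios were a WSC domain gene (XLOC_045253, -1.57, STRG.11723, -2.39, and XP_027057931, -2.24) and an unannotated gene (XLOC_001468, -2.56, STRG.13780, -3.58, and XP_027044408, -1.99).

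A further 3 trios were called in all species in different directions. A gene with fibroblast growth factor and fascin domains was oral in Clytia (XLOC_040078, -3.06) and Pocillopora (XP_027056324, -0.73) and aboral in Astroides (STRG.21780, 1.39). A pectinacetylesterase was aboral in Clytia (XLOC_044658, 2.01) and oral in Astroides (STRG.35390, -1.63) and Pocillopora (XP_027054066, -1.99). A TauE-family gene was aboral in Clytia (XLOC_045122, 0.36, a call that ended with DESeq2 at adjusted p = 0.0587) and Pocillopora (XP_027044995, 3.25) and oral in Astroides (STRG.35233, -2.01). Trios outside the axis genes were chosen after their values were seen. In 5 of the 98 trios the study pairs a coral member with another gene of the other coral, among them the trios of the rhodopsin-family receptor, the WSC domain gene and the TauE-family gene.

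The size of the change was tested between species, pair by pair. The pp2-GLWamide precursor of Clytia (XLOC_017096) exceeded the GLWamide precursor of Astroides by 7.17 (SE 0.57, adjusted p = 2.51e-06) and that of Pocillopora by 7.94 (SE 0.50, adjusted p = 2.51e-06) in log2 change toward the aboral end. For the other Clytia precursor, pp11-GLWamide (MSTRG.5804), these differences were 2.53 (SE 0.60, adjusted p = 0.00398) and 3.30 (SE 0.63, adjusted p = 0.00182). HFRIamide precursors differed by 2.12 (SE 0.22, adjusted p = 1.6e-05) and 1.67 (SE 0.63, adjusted p = 0.0418) in the same comparisons. Between the corals, neither GLWamide (0.77, adjusted p = 0.372) nor HFRIamide (-0.46, adjusted p = 0.544) passed the threshold. In simulated ortholog pairs of the corals, the interaction test called 5% of those that differed 4-fold. The lack of a call therefore does not show that the corals are alike. These 8 tests of precursors with the same name were added after the data were examined.

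Among 1 to 1 ortholog pairs, the aboral against oral change differed in 118 of 273 pairs between Astroides and Pocillopora, in 133 of 143 between Clytia and Astroides and in 112 of 129 between Clytia and Pocillopora. This fit had no term for colony or replicate number, and with these as a block the counts were 154, 140 and 121. The change toward the aboral end was larger in Astroides than in Pocillopora for 70 pairs and smaller for 48, larger in Clytia than in Astroides for 97 and smaller for 36, and larger in Clytia than in Pocillopora for 84 and smaller for 28. Most pairs with Clytia came from the study's aboral Clytia genes, and more coral pairs from aboral Astroides than aboral Pocillopora genes, so that these directions are partly built in by the choice of pairs. The study also expects cell types of the aboral pole to be more diluted in aboral pieces of the larger coral planulae. That was not tested here, and it bears on every difference between Clytia and a coral, including those of the precursors. Among pairs called between the ends in both species, 136 of 143 had the same direction in the 2 corals (81 aboral and 55 oral), 32 of 40 in Clytia and Astroides (20 and 12) and 31 of 44 in Clytia and Pocillopora (16 and 15). With the replicate block, 31 pairs were aboral and 16 opposite in Clytia and Astroides. The receptor gene CRHR1 of Clytia (XLOC_015785) changed by 7.09, while its Pocillopora ortholog XP_027052451 stood at -1.13 (difference 8.32, adjusted p = 3.89e-05). The latter had no call (adjusted p = 0.0631), but was called oral with DESeq2 (adjusted p = 0.00193) and without the low-count filter (adjusted p = 0.0289). A lipoxygenase changed by 4.83 in Clytia (XLOC_020526, 1241 against 43.7 CPM) and stood at -1.60 in Pocillopora (XP_027036755, difference 6.40, adjusted p = 0.000214). A Frizzled-domain gene was oral in Pocillopora (XP_027037557, -5.71) and stood at 0.98 in Astroides (STRG.27155, difference 6.73, adjusted p = 0.0021), but through Clytia the study joins STRG.27155 to another Pocillopora gene, XP_027049776 (0.77, adjusted p = 0.146). Such a link to another gene exists for 7, 5 and 5 of the pairs in the 3 comparisons, of which 3, 2 and 4 differed. The count of 118 was 61, 56, 50 and 55 without Astroides aboral replicates 1 and 2 and oral replicates 1 and 2.

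**Figure D5:**
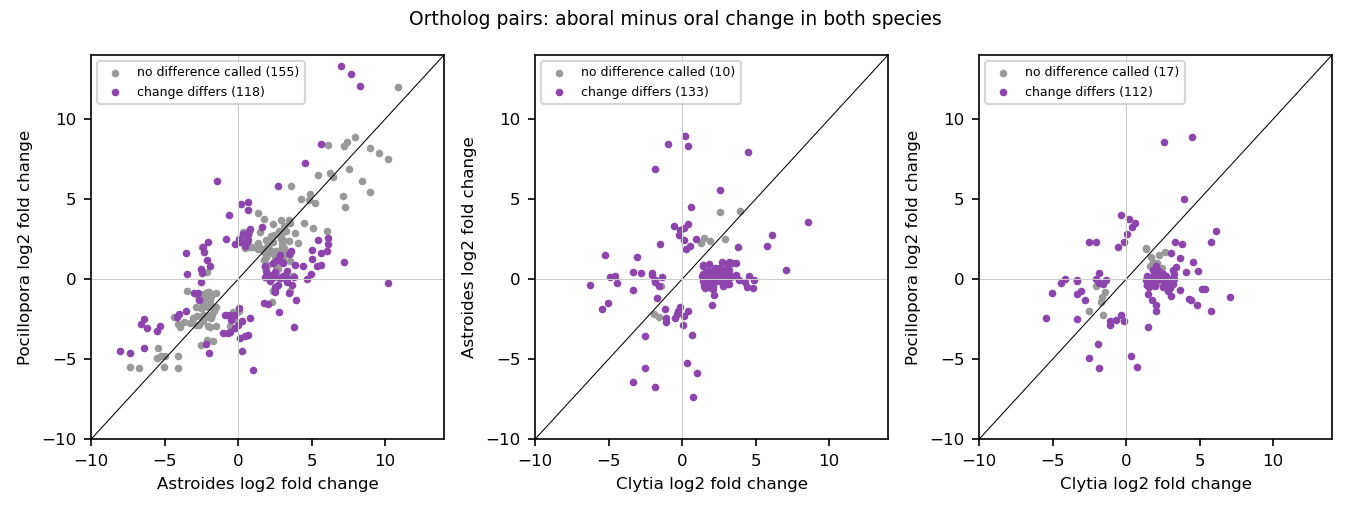
Log2 fold change of aboral against oral ends of 1 to 1 ortholog pairs, with 1 species on each axis, in purple for pairs whose change differs between the species and grey for the others. Purple and grey pairs number 118 and 155 for Astroides and Pocillopora, 133 and 10 for Clytia and Astroides, and 112 and 17 for Clytia and Pocillopora.

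Uncut larvae were compared with the mean of both ends, a control for what bisection changes apart from the axis. In both species, uncut larvae lay between the ends for axis genes. For Clytia genes called aboral, the median position of uncut larvae was 0.421 (SD 0.0185, n = 2) on the scale from oral at 0 to aboral at 1, and for genes called oral it was 0.433 (SD 0.0356). In Astroides these medians were 0.463 (SD 0.0310) and 0.521 (SD 0.0357). Clytia BETAP_1 (XLOC_042849), for example, stood at 1728 ± 358 CPM in uncut larvae, and Astroides COCA1-like (STRG.30135) at 2915 ± 31.3 CPM.

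In Clytia, 161 genes were higher and 25 lower in uncut larvae than in the mean of the ends. All 161 were also called between the ends, and edgeR placed 0 above both ends in tests against each end (unadjusted 10, DESeq2 0). All 25 lower genes lay below both ends in these tests (unadjusted 81, DESeq2 31), 3 of them were called between the ends and none had a name. Of these, XLOC_034505 stood at 27.8 ± 16.1 CPM in aboral, 36.8 ± 17.6 CPM in oral and 2.54 ± 0.450 CPM in uncut samples (-3.65, SE 0.48, adjusted p = 0.0088), and MSTRG.15754 changed by -3.62 (SE 0.46, adjusted p = 0.00702), calls that ended with robust empirical Bayes (adjusted p = 0.157 and 0.138). With the replicate block 343 genes were higher, 340 of them called between the ends, and 99 lower, 4 above and 81 below both ends. Without uncut replicate 1 the counts were 106 higher and 6 lower, and without uncut replicate 2 they were 107 and 9.

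In Astroides, 44 genes were higher and 3 lower in uncut larvae, and 41 of the 44 were called between the ends. The unannotated gene STRG.36363 lay above both ends in tests against each end, at 35.8 CPM in aboral, 22.2 CPM in oral and 66.7 ± 11.2 CPM in uncut samples (1.24, SE 0.14, adjusted p = 0.0401). It was the only gene to pass both of these tests (unadjusted 132, DESeq2 21), while in 3 of the 44 genes both uncut libraries lay above all others. The 3 lower genes lay below both ends in these tests (unadjusted 168, DESeq2 23), among them STRG.31598 (-1.83, adjusted p = 0.0488) and STRG.32116 (-0.99, adjusted p = 0.0488), whose calls ended with RLE size factors (adjusted p = 0.0517 and 0.0539). With the replicate block 165 genes were higher, 122 of them called between the ends, and 35 lower, 31 above and 34 below both ends. Both uncut libraries lay outside all aboral and oral libraries in 5.06% of Clytia and 11.1% of Astroides genes, against 13.3% by chance for unpaired libraries. The count of 44 was 19 and 20 without aboral replicates 1 and 2, 24 without oral replicate 2, and 8 and 7 without uncut replicates 1 and 2.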

Values the study reported

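The study reported 469, 224 and 126 genes enriched at the aboral end of Clytia, Astroides and Pocillopora, respectively. It reported 140, 148 and 83 genes with preferential oral expression in the same order. The legend of the figure cited for the aboral counts gives an adjusted p under 0.05 and a fold change above 1, without naming the scale. Counts given here without a fold test are therefore not comparable with them. Those past 2-fold with DESeq2, given below, lie near them. For Clytia, 321 and 320 aboral pieces, 314 and 317 oral pieces and 140 uncut larvae per replicate were pooled for RNA extraction. The coral pools were far smaller, with only a few pieces per library in Pocillopora. There they also differed in size between the ends and between the replicates.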

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

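The tests on thinned counts, without and with the replicate block, were chosen only after the result was seen. So was the step with standard errors of Astroides genes and that block. So were the tests of the overlap, on RLE size factors between colonies and for 1 library out of line. The tests for sequence differences, of a mean of logs and of neuropeptide precursors were also chosen only then.

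More genes were called between the ends in Clytia (5180) than in Astroides (1485) or Pocillopora (1381). Sequencing depth alone is argued against, since 4843 Clytia genes were called with counts thinned to the total of the smallest library of the series (6788 with the replicate block, against 2611 in Astroides). Smaller spread between replicates in Clytia is a candidate explanation: with the standard errors of Astroides genes of similar expression, Clytia fold changes gave a median of 1751.5 calls over 100 draws (spread 155), near the Astroides count, as did the same step with the replicate block (2892.5). The biological coefficient of variation was 9.65% in Clytia and 22.1% in Astroides. Whether larger pools of larvae or a difference between the larvae themselves lowered the spread was not tested.

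Pocillopora libraries differed more by parent colony than by end, with 3302 genes called between C5 and C3, or 2.39 per gene called between the ends. RLE size factors gave 3016 such genes, so the choice of TMM over RLE does not account for the difference. Both scalings assume that most genes do not change, so this test cannot decide on normalization as such. An explanation by 1 library out of line is argued against by the colony differences at the aboral and oral ends, which share no library. These correlated at r = 0.828 across genes, which are not independent replicates. Sequence differences between the parents and the reference genome could give genes at 0 in both libraries of 1 colony and at 10 CPM or more in both of the other, of which there were 6 among the 3302. That number is small, and the study's methods give both colonies as phenotypes of the same genotype. But the number lay between the bounds set for and against this explanation, which therefore stays open. A biological difference between larvae of the colonies, and any handling shared by the libraries of a colony, were not tested and stay open. The same holds for pool size, which the study gives as small and unequal between the Pocillopora replicates.

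Uncut larvae lay above the log-scale mean of the ends in 161 Clytia and 44 Astroides genes, of which 161 and 41 were also called between the ends. The tests share the libraries of the ends, and in 20 simulations with the ends as fitted and uncut larvae at their log-scale mean, medians of 76 of the 161 and 12 of the 44 genes of smallest p on the higher side were so called (highest 88 and 17). In these simulations a median of 0 genes passed the threshold as higher in uncut larvae, in either species. The 76 and 12 are thus top-ranked genes without a call, and not a baseline for the 161 and 41. A mean of log values lies below the log of a mean, and against the arithmetic mean the Clytia genes had a median log2 ratio of -0.175 (spread 0.205), as this candidate explanation needs. For Astroides that median was 0.0939 (spread 0.618), which lay between the bounds set for and against this explanation and decides nothing. The bounds were set on the median alone, without regard to the spread over genes in either species. Nothing was tested for the 25 lower Clytia genes, so a response to bisection stays open for them.

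Differences between species in the aboral against oral change, by the interaction test in edgeR, were found for 118 of 273 ortholog pairs between Astroides and Pocillopora. The same test found 133 of 143 pairs between Clytia and Astroides. It found 112 of 129 pairs between Clytia and Pocillopora.

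The pairs with the largest difference between Astroides and Pocillopora included STRG.5333, at least 98.2-fold higher aborally, and XP_027042432 (-0.23), which differed by a fitted 10.37 on the log2 scale that depends on the prior count. STRG.20911 (-1.45) and XP_027036386 (6.12) differed by -7.57. STRG.27155 and the Frizzled-domain gene XP_027037557 differed by 6.73, although through Clytia the study joins STRG.27155 to XP_027049776 (0.77).

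Between Clytia and Astroides, XLOC_031271 (-0.98, a call that ended with DESeq2 at adjusted p = 0.124) and STRG.11002, with a ratio of 380 over 3 oral counts, differed by -9.44. XLOC_034194 (0.16) and STRG.12339, at least 41.1-fold higher aborally, differed by a fitted -8.93 that depends on the prior count. MSTRG.2467 (-1.83) and STRG.5186, at least 9.63-fold higher aborally, with a call only with DESeq2 (adjusted p = 0.0120), the aboral and oral libraries alone (0.0466) or a replicate block (0.0472), differed by a fitted -8.84 that depends on the prior count.

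Between Clytia and Pocillopora, CRHR1 (XLOC_015785) and XP_027052451 differed by 8.32. XLOC_020329 (5.77) and XP_027058100 differed by 8.03 (SE 2.29, adjusted p = 0.0116). XP_027058100 was called oral, but stood at 1.42 without oral replicate C3 and the colony term, where colony and end were partly confounded. The lipoxygenases XLOC_020526 and XP_027036755 differed by 6.40.

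The pp2-GLWamide precursor differed by 7.17 between Clytia and Astroides. It differed by 7.94 between Clytia and Pocillopora. The pp11-GLWamide precursor differed by 2.53 and 3.30 in the same comparisons. HFRIamide precursors differed by 2.12 between Clytia and Astroides. They differed by 1.67 between Clytia and Pocillopora.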

How the results depend on the processing

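Thinning of Clytia counts without and with the replicate block, RLE size factors between colonies and the neuropeptide tests were added after the data were examined, and the other alternatives were planned. Of the named genes, the outcome, a call or none and its direction, stayed the same for 295 with RLE size factors (6 lost), 292 with DESeq2 (6 gained and 3 lost), 296 without a filter (5 gained), 296 with robust empirical Bayes (1 gained and 4 lost) and all 84 with thinned Clytia counts. Over all named genes and left-out libraries, that outcome stayed the same 1204 times, a call ended 382 times and was added 2 times, and the sign reversed 4 times, and the lone library of a group was assumed to vary like the others. Reversed, without the colony term, were XP_027047975 at -1.21 without aboral replicate C5 and -0.19 without oral replicate C3 (range -1.21 to 2.88), XP_027051615 at -1.60 without aboral replicate C5 (-1.60 to 5.81) and XP_027058100 at 1.42 without oral replicate C3 (-5.35 to 1.42). In these fits an end was left with a single colony, so that colony differences entered the change between the ends. Past 2-fold, DESeq2 gave 467 aboral and 140 oral genes in Clytia, 229 and 149 in Astroides and 126 and 83 in Pocillopora. Of the counts given here, these are the closest in tool and threshold to those the study reported. Depth limits folds against groups with few counts, and the spread over 2 replicates limits small changes in Astroides most. The cause was not tested for the changes below.

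In Clytia, DESeq2 gave 49 genes lower in uncut larvae, 0 genes lay above both ends in tests against each, and oral genes past 2-fold put uncut larvae at 0.472. Leaving out 1 library gave 1360 to 2157 oral genes, 106 to 180 genes higher and 6 to 36 lower in uncut larvae, and a position of 0.392 to 0.447 for aboral genes. With replicate numbers as a block, Clytia gave 3546 oral genes, 343 higher and 99 lower in uncut larvae, and Astroides 1312 aboral and 1299 oral genes, 254 oral genes past 2-fold, 165 higher and 35 lower. It added calls for the IPYFAN precursor XLOC_012580 (adjusted p = 0.0225) in Clytia and, in Astroides, for STRG.5186 (0.0472), the epidermal marker STRG.11745 (0.0266), the specialized epidermis marker STRG.8870 (0.0429), ELAV (STRG.3504, 0.0298), STRG.33279 (0.0114) and STRG.8958 (0.0168). It changed no other call of a named gene or list.

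In Astroides, RLE size factors gave 1 gene lower in uncut larvae, DESeq2 gave 161 higher and 46 lower, 1 gene lay above both ends in tests against each, and 9 lists passed with an estimated correlation. Leaving out 1 library gave 289 to 558 aboral and 231 to 566 oral genes, 154 to 194 and 83 to 121 past 2-fold, 7 to 32 higher and 0 to 2 lower in uncut larvae (0 in edgeR without each of 4 libraries, unadjusted 350 to 725, DESeq2 26 to 30), positions of 0.420 to 0.537 for aboral and 0.504 to 0.578 for oral genes, and 50 to 147 ortholog pairs that differ between the corals.

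In Pocillopora, no filter gave 156 aboral and 123 oral genes past 2-fold. Without the colony block edgeR called 0 aboral and 0 oral genes, and 0 and 0 past 2-fold (unadjusted 837, 750, 262 and 260, smallest adjusted p = 0.0586), where DESeq2 called 361 and 314, and with 1 library also left out all 4 counts were 0 (unadjusted 324 to 868 aboral and 308 to 815 oral, 160 to 375 and 135 to 299 past 2-fold, DESeq2 88 to 312 and 65 to 238, 39 to 97 and 8 to 34). Of the lists, 0 passed with an estimated correlation and 0 with fry (smallest adjusted p = 0.339 and 0.0661, unadjusted 0 and 8). Both tests rested on 1 residual degree of freedom, and the former could hardly pass any list.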

Other observations

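Values of the colony comparison in Pocillopora and counts of uncut larvae against single ends were read only after the data were examined.

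Between the Pocillopora colonies, 1605 genes were higher in C5 and 1697 in C3, and 51 genes at 10 CPM or more were at least 16-fold higher in both C3 libraries than in either C5 library, with 32 genes the other way. Aboral axis genes had a median log2 difference of 0.27 toward C5, oral axis genes of -0.07 and Wnt ligands of -0.01. None of the 20 lists passed the threshold between colonies (0 of 20, smallest adjusted p = 0.133). The 4 at an unadjusted p under 0.05 were cnidocyte (median 0.83), neurosecretory 2 (0.46), apical (0.31) and gland mucous cell markers (0.22), while epidermal markers had a median of 0.58 and neurosecretory 1 markers of -0.23.

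Uncut Clytia larvae differed from aboral ends in 1902 genes and from oral ends in 1078. In Astroides the counts were 116 and 216, and with the replicate block the counts were 4250 and 2675 in Clytia and 712 and 610 in Astroides. Of ortholog pairs called in both species, 7 had opposite directions in the corals, 6 of which differed by the interaction test. Opposite pairs numbered 8 for Clytia and Astroides and 13 for Clytia and Pocillopora.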
